A study of Mus musculus with 27 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

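Chromatin-associated RNA of mouse embryonic stem cells was measured in 27 libraries of 9 groups, deposited as 1 table of 12 libraries and 1 table of 15 libraries. Groups and replicate numbers were taken from the labels. The authors trimmed reads with Trimmomatic 0.39, aligned them with HISAT2 2.2.1 to mm10 and counted them over repeat copies assembled by One code to find them all. The deposited values are expected counts per repeat copy, with fractions where reads were split, and were rounded here for fitting. Whole values (within 0.001 of a whole number) make up 62.9% and 63.6% of the non-zero values over all copies but 5.87% and 5.70% for L1MdA_I and 3.30% and 3.54% for IAPEz-int. Checked after these were seen, whole values among copies that overlap no other copy were 70.2% and 71.1% over all but 6.96% and 6.75% for L1MdA_I and 3.24% and 3.48% for IAPEz-int. Overlap of annotations therefore does not give these fractions, and they are read here as reads with several alignments shared among copies, though neither the setting for such reads nor that for strands is stated. ERCC RNA was added by the authors, but the tables hold no ERCC counts, so all changes are relative to the repeat counts.

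All 3158171 copies lie within GRCm38 chromosome lengths. GENCODE release M21 placed 1483265 copies over genes and 101188 over exons (bedtools 2.31.1). Copies were summed to 1205 subfamilies, and 1162 and 1155 passed edgeR's filterByExpr (minimum count 10, minimum total 15), as did 284223 and 265086 copies. Each table was fitted with all its groups in edgeR 4.0.16 under R 4.3.3, with TMM factors and the quasi-likelihood test. Adjusted p values are by Benjamini-Hochberg over all tested subfamilies (or copies) of a comparison, with a threshold of 0.05. The biological coefficient of variation was 3.99% and 2.45% over subfamilies. Interaction means the siNsun2 effect in Tet2 KO minus that in WT.

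Of 23 lists of subfamilies, 20 had at least 3 tested members and were tested with limma 3.58.1 camera (preset correlation 0.01), 180 tests adjusted together. Camera compares a list with the other subfamilies. The satellite, snRNA and cytoplasmic RNA lists had no members. Members of lists with at least 50% of members called in the list's direction are described by name, a rule set after the lists had been tested. Named subfamilies are 5 fixed ones, the 8 rising and 8 falling ones with the largest change among those with a mean of at least 10 CPM and no overlap of replicates, and the 2 most-counted members of described lists. Named copies are the 2 rising and 2 falling ones with the smallest p and a mean of at least 1 CPM. For the interaction the 5 subfamilies with the smallest p per direction are named. Apart from the 50% rule and the choice of members it decides, these rules, the lists and the comparisons were fixed before the data were examined. Not every subfamily that met them is named in the text.

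Correlations of comparisons that share libraries were set against 100 simulations of unchanged groups. Class shares were compared by an exact permutation test, two-sided. Slopes have 95% intervals from 2000 subfamily resamples. Tested on simulated data with 200 subfamilies changed, 74% and 87% of changes of 1.25-fold and 1.5-fold were recovered in the siRNA set and 77% and 91% in the other, and unchanged subfamilies made up 8% and 4% of the calls. With 200 copies changed, only 7% and 54% of changes of 2-fold and 4-fold were recovered, and 20% and 68% in the other set (0% and 6.38% of calls were unchanged copies), so counts of copies miss most smaller changes. Alternatives were DESeq2 1.42.0 size factors and its Wald test, library totals without TMM, no low-count filter or a total of at least 10, a fold threshold, unadjusted p, only the 2 groups compared, a replicate block, each library left out, and counts without the most-counted copy, without copies overlapping exons or over copies outside genes. Lists were also tested with fry and with an estimated correlation. Tables and figures used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.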

Results

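Chromatin-associated RNA was sequenced from mouse embryonic stem cells in a study of how TET2, an enzyme that oxidises 5-methylcytosine (m5C), acts on RNA and chromatin. The 27 libraries fell into 9 groups of 3. A set of 12 libraries combined wild-type (WT) and Tet2 knockout (KO) cells with a control siRNA (siNC) or an siRNA against Nsun2, which encodes an RNA m5C methyltransferase (siNsun2). The other set of 15 libraries held WT cells, Pspc1 KO cells and Tet2 KO cells of 3 kinds, labelled FH OE, WT OE and HxD OE. PSPC1 is an RNA-binding protein that the paper describes as a partner of TET2. The paper describes an empty vector, wild-type Tet2 and a catalytically inactive Tet2 (HxD), and FH OE is read here as the empty vector, which the labels do not state. The deposited values are fractional counts for 3158171 annotated repeat copies of 1205 subfamilies in mm10, and counts of genes were not part of these tables. Repeat counts per library ranged from 10930810 to 18455459 in the siRNA set and from 9194707 to 17220070 in the other set. Of these counts, 81.1% to 86.0% and 79.7% to 84.4% lay in copies that overlap annotated genes. Intronic copies inside 1 coding gene took 92.7% to 95.02% and 91.3% to 93.5% of their counts from the strand of that gene. Counts below are scaled to library size with TMM factors and given in CPM, counts per 1e6, as mean ± SD (n = 3 libraries per group), and log2 changes carry the standard error (SE) of the fit where given. The paper's legends give 3 biological replicates, but neither they nor the labels say how the 3 libraries of a group were grown, so the adjusted p values measure spread between these libraries. The subfamilies named below for the size of their change, and the 5 fixed in advance where they rose or fell, lay beyond every library of the other group in 3 of 3 libraries.

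The targeted genes were measured only through repeats in their bodies, which does not check the labels, since an edited gene or a degraded mRNA can keep its introns. Counts of the 126 repeat copies inside Tet2 (chromosome 3, 133463679 to 133545139) were higher in Tet2 KO than in WT cells, at 332 ± 5.58 against 301 ± 3.22 CPM with control siRNA (log2 0.14, adjusted p = 0.0020) and at 566 ± 9.16 against 454 ± 6.61 CPM in the other set (log2 0.32, adjusted p = 8.8e-15). The 129 copies inside Nsun2 (chromosome 13, 69533746 to 69635780) stood at 23.3 ± 1.24 CPM with siNsun2 and 22.5 ± 0.919 CPM without it in WT cells (adjusted p = 0.74), and at 25.2 ± 1.95 and 26.8 ± 1.23 CPM in Tet2 KO cells (adjusted p = 0.84). The 155 copies inside Pspc1 (chromosome 14, 56720710 to 56778316) stood at 329 ± 11.1 CPM in Pspc1 KO and 323 ± 4.54 CPM in WT cells (adjusted p = 0.76).

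**Figure D1:**
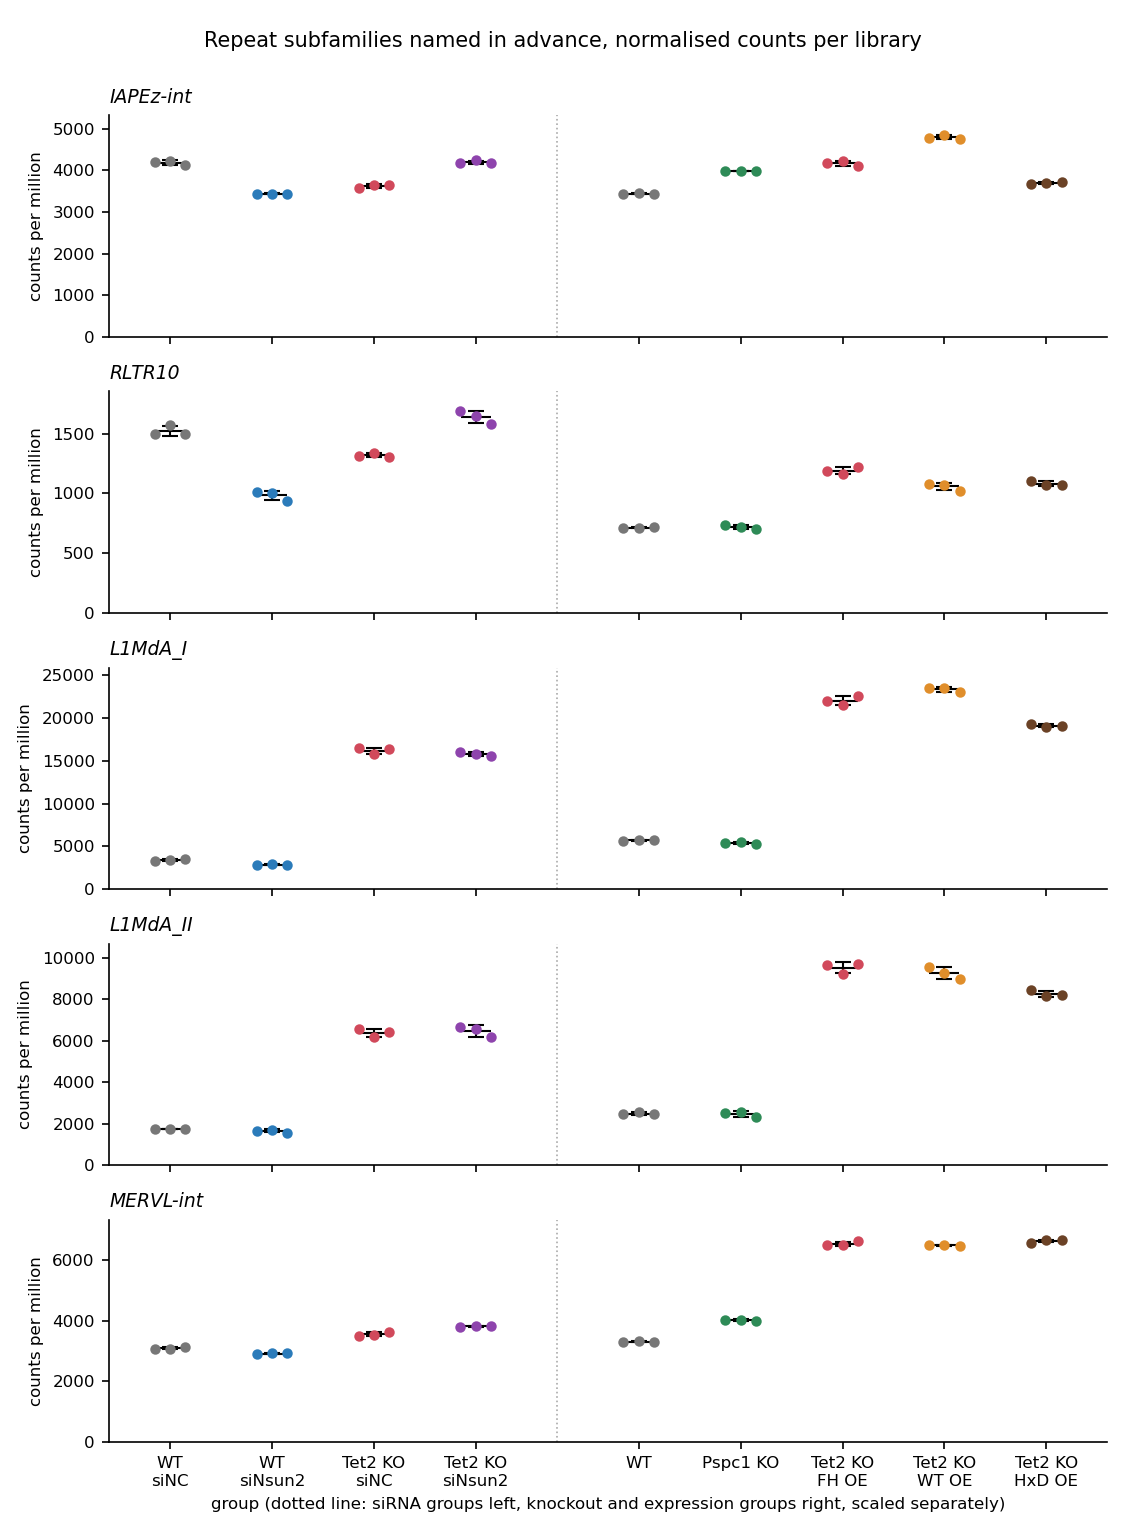
Normalised counts in CPM (y axis) of 5 repeat subfamilies chosen before the data were examined, by group (x axis), with 1 point per library and the mean and SD in black. L1MdA_I stood at 3450.5 ± 97.1 CPM in WT siNC and 16181 ± 373 CPM in Tet2 KO siNC, and at 5729 ± 52.6 CPM in WT and 22040.1 ± 510.5 CPM in Tet2 KO FH OE.

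Tet2 KO and WT cells, both with control siRNA, were compared to ask which repeat RNAs on chromatin differ without TET2. The LINE-1 subfamilies L1MdA_I and L1MdA_II, which belong to the young retrotransposons of the mouse, rose 4.69-fold (log2 2.23, SE 0.0262, adjusted p = 1.2e-21) and 3.64-fold (log2 1.86, SE 0.0353, adjusted p = 3.9e-14) in Tet2 KO cells. The endogenous retrovirus MMERGLN_LTR rose by 5.52 on the log2 scale, to 7341 ± 124 against 159 ± 10.15 CPM (adjusted p = 3.1e-25), and ETnERV3-int rose 8.52-fold, to 998 ± 23.6 against 117 ± 6.27 CPM. Without the most-counted copy of each subfamily the log2 changes were 4.47 and 1.503 for these, and 2.93 for L1MdA_I. MERVL-int, the internal part of a retrovirus known from the early embryo, rose by 0.20 on the log2 scale (adjusted p = 1.3e-10), but its log2 change was 0.0368 and did not pass the test over copies outside genes. IAPEz-int, the internal part of intracisternal A particles, and the long terminal repeat RLTR10 fell by 0.21 each (adjusted p = 1.3e-11 and 2.6e-07), RLTR10 by 0.39 without its most-counted copy. 267 of 1162 tested subfamilies rose and 251 fell, with a median fold of 1.20 among them, and 98 changed at least 1.5-fold. With library totals alone the split was 202 rising and 329 falling.

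Of the lists fixed in advance, 10 rose and 1 fell of 12 (adjusted p = 1.1e-11, 0.24 with an estimated correlation) in the young L1 group, and L1MdTf_I was at 16547 ± 497 against 10689 ± 71.7 CPM (log2 0.63) and L1MdTf_II at 16680.1 ± 618 against 10976 ± 111 CPM (log2 0.60). All 5 members of the early transposons (ETn/MusD) rose (adjusted p = 1.1e-11, 0.048 with an estimated correlation), among them MMETn-int to 7353 ± 32.2 against 4592 ± 6.60 CPM and ETnERV-int with a log2 change of 0.56. All 3 MMERVK10C subfamilies rose (adjusted p = 4.1e-05, 0.051 with an estimated correlation). MMERVK10C-int was at 1015 ± 17.2 against 727 ± 31.8 CPM. MMERVK10D3_I-int had a log2 change of 2.46, which was 0.36 without its most-counted copy. Among the intracisternal A particles (IAP), 13 rose and 4 fell of 25, or 13 and 5 adjusted within the list (adjusted p = 0.0011, 0.14 with an estimated correlation), and the members parted: IAP-d-int rose to 771 ± 12.3 against 254 ± 15.4 CPM and IAPEY3-int to 281 ± 10.5 against 70.6 ± 3.05 CPM, while IAPEz-int fell. In L1MdF, 6 rose and 0 fell of 7 (adjusted p = 0.0013, 0.47 with an estimated correlation). L1MdF_V had a log2 change of 0.09 and L1MdFanc_II at 0.04 (adjusted p = 0.13). The 14 B1 SINEs, short repeats derived from 7SL RNA, all fell (adjusted p = 3.2e-06, 0.20 with an estimated correlation), B1_Mus1 to 30657 ± 354 against 37758 ± 492 CPM (log2 -0.30, or -0.19 without its most-counted copy) and PB1D10 by 0.09. The mammalian L1MA to L1ME elements went the other way from young L1, as 7 rose and 37 fell of 64, or 8 and 37 adjusted within the list (adjusted p = 0.0011, 0.66 with an estimated correlation) in old L1, where L1MB7 had a log2 change of -0.09 and L1MB8 of -0.04 (adjusted p = 0.085). Its call ended over copies outside genes (adjusted p = 0.54).

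Of the MT long terminal repeats, 15 rose and 2 fell of 19 (adjusted p = 0.011, 0.24 with an estimated correlation). MTA_Mm was at 6117 ± 105 against 5107 ± 75.3 CPM and MTD at a log2 change of 0.08. For MT as a list the call ended over copies outside genes (adjusted p = 0.68), without copies overlapping exons (0.052) and with library totals (0.053). In ORR1, 14 rose and 4 fell of 29, or 15 and 5 adjusted within the list (adjusted p = 0.025, 0.38 with an estimated correlation). This call ended without WT siNC replicate 1 or 3 or Tet2 KO siNC replicate 2 (adjusted p up to 0.061), with library totals (0.12) and over copies outside genes (0.81). In the DNA transposons, 14 rose and 41 fell of 159, or 12 and 39 adjusted within the list (adjusted p = 0.028, 0.40 with an estimated correlation). The call ended over copies outside genes (adjusted p = 0.73) and without copies overlapping exons (0.056). Further risen subfamilies were IAPEY5_I-int (log2 2.33) and RLTR45-int (log2 1.61, or 0.66 without its most-counted copy), and fallen ones were RLTR4_MM-int (336 ± 0.657 against 623 ± 10.4 CPM, log2 -0.89) and MLT2F (log2 -1.01, or -0.42 without its most-counted copy). L1M3f fell by 1.99, IAPLTR4 by 1.30, MER77B by 1.20, RLTR9B by 1.15 and hAT-N1_Mam by 0.75, and these rested on single copies. Without the most-counted copy of each subfamily, L1M3f was at -0.271 and no longer called, and the other changes turned to 0.141, 0.0221, 0.0197 and 0.612.

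Single copies were tested, although these counts are read here as sharing reads with several alignments among copies. The 2 risen copies with the smallest p were an RLTR1B-int outside genes (chromosome 11, 57555271 to 57559926, minus strand, 320.1 ± 4.80 against 2.73 ± 0.305 CPM, log2 6.87, adjusted p = 5.0e-23) and an MMERGLN_LTR outside genes (chromosome 2, 94801064 to 94809477, plus strand, 294 ± 7.56 against 2.18 ± 0.325 CPM, log2 7.04, adjusted p = 5.0e-23). The 2 fallen ones were an RLTR1B-int (chromosome 10, 74715243 to 74719795, minus strand, 18.8 ± 1.30 against 307 ± 11.02 CPM, log2 -4.03, adjusted p = 1.1e-20) and a B2_Mm1t (chromosome 5, 91859215 to 91859427, plus strand, 2.18 ± 0.205 against 89.1 ± 1.83 CPM, log2 -5.35, adjusted p = 1.2e-19), both outside genes. 22307 copies rose and 18143 fell of 284223 tested. Among 1800 tested L1MdA_I copies 1661 rose, with a median log2 change of 3.08. For MMERGLN_LTR, 50.6% of the counts lay in 1 copy on chromosome 8 (121832845 to 121841264), and for ETnERV3-int 79.8% lay in 1 copy in an intron of Grid2, on the strand opposite to that gene.

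The second set gives another comparison of Tet2 KO with WT cells, here Tet2 KO FH OE against WT cells whose label names no vector, so the 2 groups can differ by more than the knockout. L1MdA_I rose 3.85-fold (log2 1.94, SE 0.0159, adjusted p = 2.3e-46) and L1MdA_II 3.81-fold (log2 1.93, SE 0.0376, adjusted p = 8.5e-13). MMERGLN_LTR rose 45.2-fold, to 13479 ± 163 against 298 ± 4.12 CPM, and ETnERV3-int 18.7-fold, to 2640.4 ± 78.2 against 141 ± 6.70 CPM. Without the most-counted copy of each the log2 changes were 2.99 for L1MdA_I, 4.66 for MMERGLN_LTR (log2 5.50 with it) and 2.60 for ETnERV3-int (4.22 with it). MERVL-int rose 1.98-fold (adjusted p = 2.0e-42), RLTR10 1.66-fold (adjusted p = 7.2e-29), and IAPEz-int by 0.28 on the log2 scale (adjusted p = 4.5e-20). 237 of 1155 tested subfamilies rose and 228 fell, with a median fold of 1.19, and 81 changed at least 1.5-fold. Library totals moved the median log2 change of all subfamilies from -0.013 to -0.119 and gave 138 rising and 497 falling subfamilies, so directions here are relative to the scaling.

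Among the fixed lists, 11 rose and 1 fell of 12 (adjusted p = 8.8e-16, 0.13 with an estimated correlation) in young L1. L1MdTf_I was at 21590.4 ± 312 against 15908 ± 89.0 CPM and L1MdTf_II at a log2 change of 0.39. All 5 ETn/MusD members rose (adjusted p = 2.1e-13, 0.055 with an estimated correlation), MMETn-int to 11939 ± 70.1 against 7121 ± 125 CPM and ETnERV-int by 0.56 on the log2 scale. In IAP, 17 rose and 2 fell of 25 (adjusted p = 3.5e-07, 0.048 with an estimated correlation). This call held with the estimated correlation, and IAP-d-int rose to 579 ± 18.7 against 322 ± 2.34 CPM (log2 0.84, or 0.43 without its most-counted copy). Of the 3 MERVL subfamilies, 2 rose and 1 fell (adjusted p = 0.0021, 0.071 with an estimated correlation): MERVL-int rose and MERVL_2A-int fell by 0.08 (0.05 without its most-counted copy). For MERVL as a list the call ended over copies outside genes (adjusted p = 0.059). In L1MdF, 6 rose and 0 fell of 7 (adjusted p = 0.0051, 0.56 with an estimated correlation). L1MdFanc_I had a log2 change of 0.21 and L1MdF_V at 0.10, which turned to -0.0114 with library totals, where the call also ended (adjusted p = 0.19). In the rodent Lx elements, 18 rose and 0 fell of 21 (adjusted p = 5.5e-05, 0.60 with an estimated correlation), but the most-counted ones did not pass. Lx8 had a log2 change of 0.02 and Lx9 at -0.01. Lx8 was at -0.0876 with library totals and Lx9 at 0.279 over copies outside genes. In the DNA transposons, 11 rose and 49 fell of 159, or 11 and 47 adjusted within the list (adjusted p = 0.0052, 0.40 with an estimated correlation). This call ended over copies outside genes (adjusted p = 0.26). Counts adjusted within the list were the same as those over all subfamilies in each of these called lists but the DNA transposons.

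RLTR13B2 rose to 309.9 ± 2.62 against 111 ± 3.21 CPM and RLTR1B-int, related to murine leukaemia virus, to 3790.2 ± 42.4 against 1450.5 ± 6.72 CPM. IAPEY3-int had a log2 change of 2.07 and IAPEY5_I-int of 1.76. RLTR4_MM-int fell to 339 ± 3.76 against 793 ± 5.15 CPM and RLTR4_Mm by 1.47 on the log2 scale. MuLV-int, murine leukaemia virus itself, fell to 492 ± 13.96 against 2068 ± 28.1 CPM, and 1 copy in a Def8 intron, opposite to the gene (chromosome 8, 123426327 to 123434006, minus strand), held 72.3% of its counts. That copy fell (207 ± 4.55 against 1939 ± 30.6 CPM, log2 -3.22, adjusted p = 3.4e-33), and the other copies together had a log2 change of 0.115. L1M2b fell by 1.29, but turned to 0.502 without its most-counted copy and 0.481 without copies overlapping exons, and MER52-int (-0.181), L1M3f (-0.205), IAPLTR4 (-0.0489) and MER77B (-0.158) lost their calls without that copy. Of 265086 tested copies, 24805 rose and 18154 fell, and 1800 of 1900 L1MdA_I copies rose. The 2 with the smallest p that rose were the RLTR1B-int on chromosome 11 named above (691 ± 14.5 against 6.72 ± 0.480 CPM, log2 6.68, adjusted p = 1.7e-35) and an RLTR1B-int in an intron of Rims2 (chromosome 15, 39242392 to 39246768, minus strand, 1042 ± 15.6 against 23.9 ± 1.35 CPM, log2 5.44, adjusted p = 2.0e-35). The RLTR1B-int on chromosome 10 named above fell (34.7 ± 0.861 against 492 ± 6.99 CPM, log2 -3.83, adjusted p = 2.8e-31).

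The 2 comparisons of Tet2 KO with WT share no library. The paper names a single source for the lines, so a fixed line difference could give agreement. Over 1154 subfamilies (not independent replicates) log2 changes had Pearson r = 0.64 and Spearman rho = 0.37. In both sets 140 rose and 102 fell, against 54.8 and 49.6 for independent lists. Another 22 rose in the siRNA set but fell in the other, and 23 (with IAPEz-int and RLTR10) did the reverse.

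**Figure D2:**
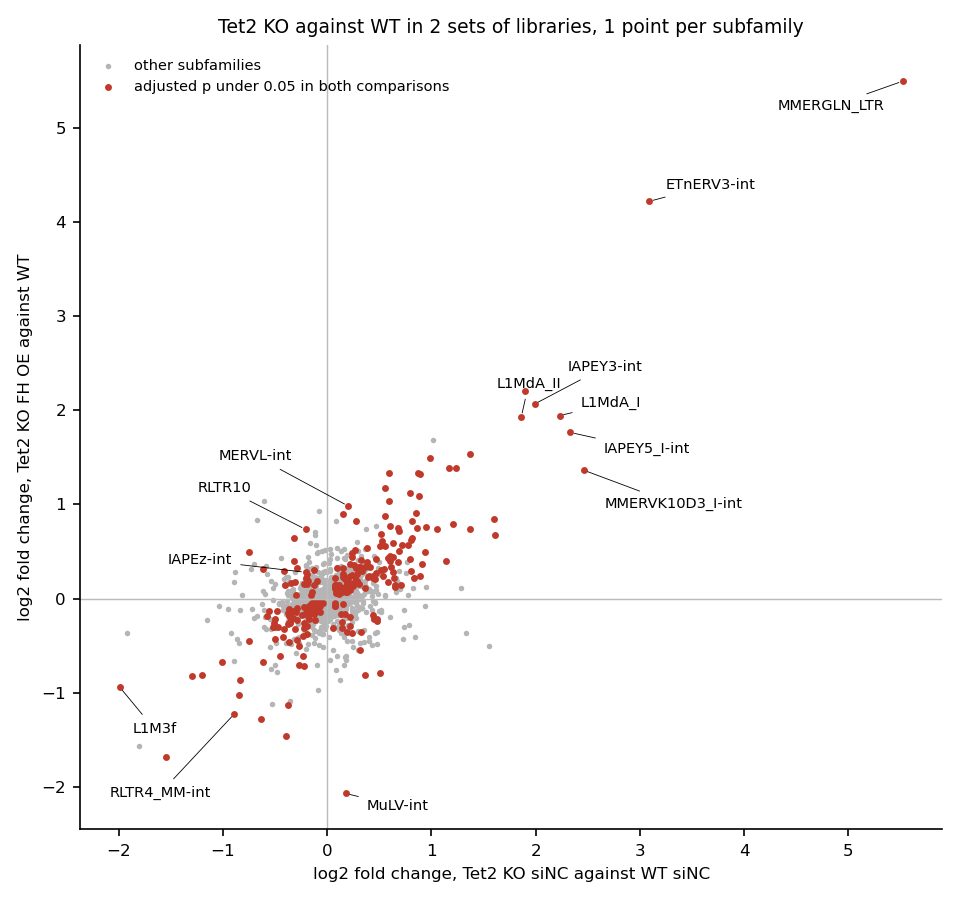
Log2 fold change of Tet2 KO against WT in the siRNA set (x axis) and in the other set (y axis), with 1 point per repeat subfamily, red where both adjusted p values were under 0.05. MMERGLN_LTR lies at 5.52 and 5.50, L1MdA_I at 2.23 and 1.94.

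WT cells with siNsun2 were compared with control siRNA to ask how repeat RNA responds to less of an m5C writer. RLTR10 fell to 984 ± 38.4 against 1524 ± 41.2 CPM (log2 -0.63, SE 0.0271, adjusted p = 5.7e-17), IAPEz-int to 3435 ± 11.2 against 4186 ± 54.6 CPM (log2 -0.29, SE 0.0171, adjusted p = 6.6e-14) and L1MdA_I to 2889.9 ± 109.8 against 3450.5 ± 97.1 CPM (log2 -0.26, adjusted p = 1.3e-06, or log2 -0.13 without its most-counted copy). MERVL-int fell by 0.09 (adjusted p = 0.0010), and with library totals it was at -0.00626 and did not pass. L1MdA_II had a log2 change of -0.08 (adjusted p = 0.12). Of 1162 subfamilies, 55 rose and 187 fell, with a median fold of 1.13, and 8 changed at least 1.5-fold. With library totals alone the split turned to 226 rising and 54 falling. The largest count in the tables, a copy of the DNA transposon FordPrefect in an exon of the long non-coding RNA Gm26917 (chromosome 17, 39842998 to 39843163), beside a locus annotated as rRNA, took 3.29% to 7.15% of each library of this set. FordPrefect fell to 33224 ± 3368 against 53070.0 ± 1794 CPM, and this copy held 99.95% of its counts. Without it FordPrefect had a log2 change of 0.315, without copies overlapping exons 0.0892, and over copies outside genes 0.378.

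All 14 B1 SINEs fell (adjusted p = 5.1e-10, 0.093 with an estimated correlation). B1_Mus1 was at 30221 ± 348 against 37758 ± 492 CPM (log2 -0.32, or -0.21 without its most-counted copy) and PB1D10 at a log2 change of -0.05, which turned to 0.0273 with library totals and 0.0074 over copies outside genes. A B1_Mus1 copy in the nuclear RNA Malat1 (chromosome 19, 5801969 to 5802116, minus strand) held 15.2% of the B1_Mus1 counts in the siRNA set and fell (4311 ± 273 against 8172 ± 169.9 CPM, log2 -0.92, adjusted p = 3.8e-09). In Lx, 0 rose and 19 fell of 21, or 0 and 21 adjusted within the list (adjusted p = 5.0e-10, 0.34 with an estimated correlation). Lx9 had a log2 change of -0.07 (0.010 with library totals, not called without WT siNsun2 replicate 3) and Lx8 at -0.05 (adjusted p = 0.14). Early transposons parted, with 3 rose and 2 fell of 5 (adjusted p = 0.029, 0.40 with an estimated correlation) in ETn/MusD: MMETn-int rose to 5308 ± 21.2 against 4592 ± 6.60 CPM and ETnERV-int to 3680.1 ± 12.8 against 3076 ± 26.3 CPM. That list's call ended without WT siNC replicate 1 or 3 (adjusted p up to 0.10). In MMERVK10C, 2 rose and 0 fell of 3 (adjusted p = 0.017, 0.17 with an estimated correlation). MMERVK10C-int had a log2 change of 0.05 (adjusted p = 0.22) and MMERVK10D3_I-int at 0.14 (adjusted p = 0.042, not called when any of 9 libraries was left out). For MMERVK10C as a list the call ended without the most-counted copies (adjusted p = 0.15).

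In L1MdF, 0 rose and 5 fell of 7 (adjusted p = 0.031, 0.65 with an estimated correlation). L1MdFanc_II had a log2 change of -0.10 (0.00441 over copies outside genes) and L1MdF_V at -0.08 (0.00441 with library totals, and not called when either of 2 libraries was left out). For L1MdF as a list the call ended without WT siNC replicate 1 or WT siNsun2 replicate 3 (adjusted p up to 0.13), with library totals (0.69) and over copies outside genes (0.98). In old L1, 0 rose and 16 fell of 64 (adjusted p = 0.0093, 0.77 with an estimated correlation). That call ended without WT siNsun2 replicate 3 (adjusted p = 0.20), with library totals (0.72) and over copies outside genes (0.60). In MT, 4 rose and 0 fell of 19 (adjusted p = 0.027, 0.32 with an estimated correlation). That call ended without WT siNC replicate 3 (adjusted p = 0.061) and without copies overlapping exons (0.059). Among the called lists of this comparison, counts adjusted within the list differed only for Lx. ERVB7_1-LTR_MM rose to 465 ± 13.5 against 369 ± 21.7 CPM and Charlie11 by 0.49 on the log2 scale, while BGLII_B2 fell to 237 ± 7.79 against 314 ± 8.18 CPM and IAPEy-int by 0.41. RLTR9B fell by 0.54 and MER77B by 0.43, but over copies outside genes they turned to 0.220 and 0.184, and MER77B to 0.152 without its most-counted copy. Of the copies, 900 rose and 1777 fell, counts that were 966, 1068 and 962 in sum without WT siNsun2 replicate 1, 2 or 3. The copies with the smallest p were an L1MEc in a Mybl2 intron (chromosome 2, 163077081 to 163077199, minus strand, 23.1 ± 2.72 against 6.72 ± 0.887 CPM, log2 1.76, adjusted p = 3.0e-07), a MIR in a St3gal3 intron (chromosome 4, 117953128 to 117953282, plus strand, 11.5 ± 1.27 against 1.38 ± 0.396 CPM, log2 3.09, adjusted p = 6.6e-07), the Malat1 copy, and an RMER19B2 in an Epb41l4a intron (chromosome 18, 33971039 to 33971886, minus strand, 41.7 ± 0.248 against 87.1 ± 4.85 CPM, log2 -1.06, adjusted p = 3.0e-07).

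In Tet2 KO cells, siNsun2 was compared with control siRNA to ask whether it undoes changes seen without TET2. IAPEz-int rose to 4194 ± 37.9 against 3624 ± 40.9 CPM (log2 0.21, SE 0.0171, adjusted p = 2.6e-10), RLTR10 to 1638 ± 53.2 against 1320.3 ± 14.3 CPM (log2 0.31, SE 0.0271, adjusted p = 1.7e-09) and L1MdTf_I to 20128 ± 309 against 16547 ± 497 CPM (log2 0.28, adjusted p = 3.5e-11). MERVL-int rose by 0.10 (adjusted p = 4.3e-04), which was 0.0801 and not called over copies outside genes. L1MdA_I had a log2 change of -0.03 (adjusted p = 0.65) and L1MdA_II of 0.02 (adjusted p = 0.91). Of 1162 subfamilies, 29 rose and 1 fell, RMER16B2 (232 ± 2.86 against 278 ± 3.62 CPM, log2 -0.26, adjusted p = 3.5e-05), which was at -0.195 and not called without its most-counted copy. The median fold was 1.09, and with library totals 15 rose and 10 fell. The total of 30 was 14 without Tet2 KO siNC replicate 2, 17 without Tet2 KO siNsun2 replicate 1 or replicate 2, and 49 without Tet2 KO siNsun2 replicate 3. In young L1, 7 rose and 0 fell of 12, or 9 and 0 adjusted within the list (adjusted p = 4.8e-15, 0.17 with an estimated correlation). L1MdTf_II was at 20242 ± 471 against 16680.1 ± 618 CPM. In L1MdF, 6 rose and 0 fell of 7, or 7 and 0 adjusted within the list (adjusted p = 3.2e-08, 0.21 with an estimated correlation). L1MdFanc_II and L1MdF_V were each at a log2 change of 0.08, calls that ended when any of 5 and any of 6 libraries was left out (adjusted p up to 0.30 and 0.33). Camera also called IAP (3 rose and 0 fell of 25, or 4 and 0 adjusted within the list, adjusted p = 0.0023, 0.13 with an estimated correlation), RLTR10 (2 rose and 0 fell of 10, adjusted p = 9.0e-04, 0.072 with an estimated correlation) and Lx (1 rose and 0 fell of 21, or 2 and 0 adjusted within the list, adjusted p = 0.0021, 0.67 with an estimated correlation), and the last call ended without Tet2 KO siNsun2 replicate 1 (adjusted p = 0.46).

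MMERVK10C-int rose to 1135 ± 12.4 against 1015 ± 17.2 CPM and RLTR10-int to 337 ± 19.2 against 286 ± 12.1 CPM, the latter at 0.108 and not called without its most-counted copy. Among copies 20 rose and 2 fell, and 17267 had an unadjusted p under 0.05. The risen copies with the smallest p were an L1MdF_V in the pseudogene Gm1821 (chromosome 14, 46083575 to 46086323, plus strand, 135 ± 4.97 against 87.7 ± 6.19 CPM, log2 0.62, adjusted p = 4.7e-04) and an RMER15 in a Tdrd12 intron (chromosome 7, 35495346 to 35495538, minus strand, 17.9 ± 3.90 against 3.97 ± 0.0950 CPM, log2 2.17, adjusted p = 0.0020), and the latter's call ended without Tet2 KO siNC replicate 1. The fallen ones were an L1MdA_I in the mitochondrial-like pseudogene Gm28439 (chromosome 1, 24611230 to 24616803, minus strand, 1828 ± 68.4 against 2175 ± 69.1 CPM, log2 -0.25, adjusted p = 0.046) and an RMER19B outside genes (chromosome 11, 88968169 to 88968318, plus strand, 84.0 ± 6.51 against 114 ± 6.81 CPM, log2 -0.44, adjusted p = 0.048). Their calls ended with a replicate block and without several single libraries. The total of 22 copies fell to 1, 4 or 3 without Tet2 KO siNC replicate 1, 2 or 3, and to 2, 2 or 10 without Tet2 KO siNsun2 replicate 1, 2 or 3. It was also lower without libraries of the WT groups, at 11 or 12 without WT siNC replicate 2 or 3, and 7, 7 or 9 without WT siNsun2 replicate 1, 2 or 3.

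The siNsun2 effect differed between the lines for 161 of 1162 subfamilies, tested as the effect in Tet2 KO cells minus that in WT cells: 131 had the higher effect in Tet2 KO and 30 the lower. With library totals the split was 39 and 167, and the median of all subfamilies moved from 0.013 to -0.090. RLTR10 differed by 0.94 (SE 0.0383, adjusted p = 2.0e-17) and IAPEz-int by 0.50 (SE 0.0242, adjusted p = 3.9e-16), each falling in WT and rising in Tet2 KO cells. MERVL-int differed by 0.19 (adjusted p = 4.0e-06) and L1MdA_I by 0.22 (adjusted p = 3.1e-04), though L1MdA_I was at 0.13 without its most-counted copy, and at 0.0664 and not called over copies outside genes. L1MdA_II differed by 0.10 (adjusted p = 0.23). The smallest p values with a higher effect in Tet2 KO also included the B1 SINEs B1_Mus1 (0.39, or 0.25 without the Malat1 copy), B1_Mm (0.31) and B1_Mus2 (0.27). With a lower effect they were ETnERV-int (-0.22), RMER16B2 (-0.48), MMETn-int (-0.17), ERVB7_1-LTR_MM (-0.40) and RLTR1B-int (-0.16), and RMER16B2 was at -0.294 and not called without its most-counted copy.

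By list, 8 rose and 0 fell of 12, or 11 and 0 adjusted within the list (adjusted p = 1.4e-08, 0.34 with an estimated correlation) in young L1, counting as risen a higher effect in Tet2 KO. L1MdTf_I was at 0.20 and L1MdTf_II at 0.19. In Lx, 18 rose and 0 fell of 21, or 21 and 0 adjusted within the list (adjusted p = 4.7e-11, 0.32 with an estimated correlation). Lx9 was at 0.09, which turned to -0.0140 with library totals and lost its call when any of 8 libraries was left out, and Lx8 at 0.06 (adjusted p = 0.20). In L1MdF all 7 rose (adjusted p = 7.7e-06, 0.32 with an estimated correlation). L1MdFanc_II was at 0.18 and L1MdF_V at 0.16. For L1MdF as a list the call ended over copies outside genes (adjusted p = 0.13). In B1, 9 rose and 0 fell of 14 (adjusted p = 2.3e-07, 0.15 with an estimated correlation). PB1D10 was at 0.04 (adjusted p = 0.20), which turned to -0.0657 with library totals, where the list's call also ended (adjusted p = 0.073). Calls of RLTR10 (3 rose and 0 fell of 10, adjusted p = 0.038, 0.23 with an estimated correlation) and ETn/MusD (1 rose and 3 fell of 5, or 2 and 3 adjusted within the list, adjusted p = 0.043, 0.46 with an estimated correlation) rested on single libraries: RLTR10 ended without WT siNC replicate 3 or Tet2 KO siNC replicate 3 (adjusted p up to 0.081) and ETn/MusD when any of 6 libraries was left out (up to 0.11). Calls of old L1 (8 rose and 1 fell of 64, adjusted p = 0.038, 0.83 with an estimated correlation) and the DNA transposons (5 rose and 6 fell of 159, or 2 and 5 adjusted within the list, adjusted p = 0.048, 0.47 with an estimated correlation) ended when any of 7 and any of 8 libraries was left out (adjusted p up to 0.30 and 0.18), and the median of old L1 turned to -0.051 with library totals.

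**Figure D3:**
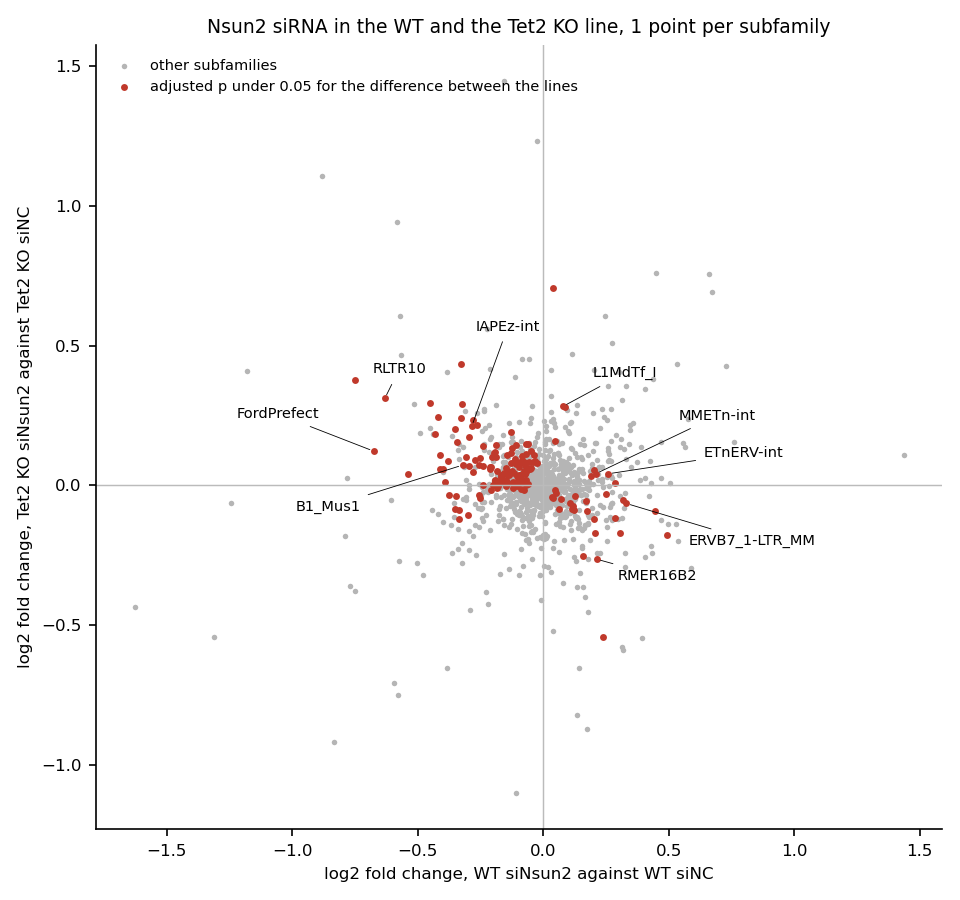
Log2 fold change with siNsun2 against control siRNA in WT (x axis) and in Tet2 KO cells (y axis), with 1 point per repeat subfamily, red where the adjusted p of the difference between the lines was under 0.05. RLTR10 lies at -0.63 and 0.31, IAPEz-int at -0.29 and 0.21.

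The change in Tet2 KO cells and the siNsun2 change within them share the 3 Tet2 KO siNC libraries, which pulls their correlation below 0. Over 1162 subfamilies r was -0.13 and rho -0.08, against a mean r of -0.53 in 100 simulations of unchanged groups, and the covariance was -0.0094, inside the simulated 95% range of -0.0133 to -0.00775. Of the subfamilies that rose in Tet2 KO, 18 rose further with siNsun2, against 6.66 for independent lists, and 1 fell, and 8 that fell in Tet2 KO rose, against 6.26. Of the 187 subfamilies that fell with siNsun2 in WT cells, 17 rose with it in Tet2 KO cells, against 4.67 for independent lists, IAPEz-int and RLTR10 among them.

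Pspc1 KO cells were compared with WT cells to ask whether loss of this RNA-binding protein moves the same repeats as loss of TET2. MERVL-int rose 1.21-fold, to 4019.7 ± 28.9 against 3316 ± 13.3 CPM (log2 0.28, SE 0.0144, adjusted p = 1.7e-19), and IAPEz-int by 0.21 on the log2 scale (SE 0.0153, adjusted p = 5.6e-15). L1MdA_I fell by 0.09 (adjusted p = 7.5e-05), but without its most-counted copy, in the mitochondrial-like pseudogene, it was at -0.00318 and not called. RLTR10 had a log2 change of 0.01 (adjusted p = 0.93) and L1MdA_II of -0.01 (adjusted p = 0.92). ERVB4_2-I_MM rose to 108 ± 6.77 against 68.7 ± 3.69 CPM, MMERVK9C_I-int to 945 ± 19.6 against 756 ± 11.9 CPM, IAPEy-int by 0.42 and RLTR45 by 0.34 on the log2 scale. Without the most-counted copy ERVB4_2-I_MM rose by 0.36 (log2 0.66 with it) and MMERVK9C_I-int by 0.12 (0.32 with it). MuLV-int fell to 1592 ± 17.9 against 2068 ± 28.1 CPM (adjusted p = 3.1e-17), mostly through the Def8 copy (1446 ± 7.84 against 1939 ± 30.6 CPM, log2 -0.42, adjusted p = 9.1e-10), and was at -0.0598 and not called without it. X4b_DNA fell by 0.16 and Penelope1_Vert by 0.14, but turned to 0.786 and 0.352 over copies outside genes, and X4b_DNA to 0.0130 without its most-counted copy. RLTR4_Mm fell by 0.17, turned to 0.0012 over copies outside genes, and lost its call when any of 4 libraries was left out. Of 1155 subfamilies, 33 rose and 14 fell, with a median fold of 1.14, and 2 changed at least 1.5-fold.

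In ETn/MusD, 3 rose and 0 fell of 5, or 4 and 0 adjusted within the list (adjusted p = 1.6e-11, 0.068 with an estimated correlation). MMETn-int was at 8482 ± 149.7 against 7121 ± 125 CPM and ETnERV-int at a log2 change of 0.24. In MERVL, 2 rose and 0 fell of 3 (adjusted p = 5.1e-07, 0.045 with an estimated correlation). This call held with the estimated correlation, while MERVL_2A-int had a log2 change of 0.00 (adjusted p = 0.99). In MMERVK10C, 2 rose and 0 fell of 3 (adjusted p = 0.0046, 0.14 with an estimated correlation). MMERVK10C-int was at 1539 ± 20.6 against 1346 ± 8.05 CPM and MMERVK10D3_I-int at 0.16, which turned to -0.0843 without its most-counted copy and lost its call without WT replicate 1 or 2 or Pspc1 KO replicate 2. Calls that ended when 1 library was left out were IAP (4 rose and 0 fell of 25, adjusted p = 0.023, 0.21 with an estimated correlation, up to 0.16 without WT replicate 1 or Pspc1 KO replicate 2), young L1 (0 rose and 4 fell of 12, or 0 and 5 adjusted within the list, adjusted p = 0.0064, 0.65 with an estimated correlation, 0.17 without Pspc1 KO replicate 3) and old L1 (0 rose and 1 fell of 64, adjusted p = 0.048, 0.79 with an estimated correlation, up to 0.51 without WT replicate 2 or Pspc1 KO replicate 3). The same held for B1 (0 rose and 0 fell of 14, adjusted p = 0.036, 0.60 with an estimated correlation, up to 0.068 without WT replicate 1 or 2 or Pspc1 KO replicate 1) and B2/B3 (0 rose and 0 fell of 5, or 0 and 3 adjusted within the list, adjusted p = 0.027, 0.17 with an estimated correlation, 0.055 without Pspc1 KO replicate 1). Of the copies 279 rose and 56 fell. The smallest p values were those of RLTR1B-int copies in a Trpm3 intron (chromosome 19, 22722874 to 22727590, minus strand, 46.3 ± 1.85 against 14.8 ± 0.862 CPM, log2 1.64, adjusted p = 1.5e-15) and in an intron of the pseudogene Gm29721 (chromosome 17, 6576197 to 6580931, minus strand, 42.9 ± 0.847 against 14.2 ± 1.12 CPM, log2 1.60, adjusted p = 4.3e-15), the Def8 copy of MuLV-int, and a Tigger1 in a Zfp985 intron that fell (chromosome 4, 147579013 to 147579835, plus strand, 2.92 ± 0.459 against 7.38 ± 0.406 CPM, log2 -1.35, adjusted p = 8.0e-05). The total of 335 copies was 196, 191 or 188 without WT replicate 1, 2 or 3, and 192 or 210 without Pspc1 KO replicate 1 or 2.

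This comparison and that of Tet2 KO FH OE share the WT libraries, which raises their correlation. Over 1155 subfamilies r and rho were 0.33, against a mean r of 0.47 (95% range 0.368 to 0.559) in simulations. Without WT replicate 1 or 2 r was 0.378 or 0.411 (simulated 0.492 to 0.665 and 0.496 to 0.642). Without a library of Pspc1 KO or Tet2 KO FH OE 5 of 6 lay inside. Real changes shrink r in such pairs, so it is not comparable with simulated noise. The covariance was 0.0215, above the simulated mean of 0.0065 and 95% range of 0.00476 to 0.00824. The 26 subfamilies that rose in both compare with 6.77 for independent lists and the 8 that fell in both with 2.76, while 2 rose in Pspc1 KO and fell in Tet2 KO and 5 fell and rose. With 3 WT libraries the controls could not be split, so part of the excess in these counts was not separated from the shared libraries.

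Wild-type Tet2 in Tet2 KO cells (WT OE) was compared with FH OE to ask which repeats respond to its return. IAPEz-int rose to 4793 ± 45.3 against 4170.3 ± 59.3 CPM (log2 0.20, SE 0.0152, adjusted p = 2.5e-14) and RLTR10 fell to 1059 ± 30.7 against 1189 ± 27.9 CPM (log2 -0.17, SE 0.0230, adjusted p = 3.8e-07). L1MdA_I rose by 0.08 (adjusted p = 1.2e-04), but was at -0.00735 over copies outside genes and at 0.0173 and not called without its most-counted copy. L1MdA_II had a log2 change of -0.04 (adjusted p = 0.56) and MERVL-int of -0.01 (adjusted p = 0.67). RLTR45-int rose to 673 ± 17.3 against 417 ± 10.8 CPM, RLTR1B-int to 5121 ± 34.8 against 3790.2 ± 42.4 CPM, ERVB4_2-LTR_MM by 0.65 and IAPEy-int by 0.44 on the log2 scale. Setting the most-counted copy aside, RLTR45-int rose by 0.36 (log2 0.69 with it) and ERVB4_2-LTR_MM by 0.32. MMERGLN_LTR fell to 11054 ± 173 against 13479 ± 163 CPM and RMER12B to 137 ± 6.50 against 201 ± 2.63 CPM. MuLV-int fell to 385 ± 12.9 against 492 ± 13.96 CPM, and was at -0.111 and not called without its Def8 copy. FordPrefect fell to 25751 ± 2424 against 41088 ± 2163 CPM, but turned to 0.183 without its most-counted copy, 0.128 without copies overlapping exons and 0.0652 over copies outside genes. IAP1-MM_I-int rose by 0.39, but turned to -0.0354 without its most-counted copy. X7A_LINE fell by 0.31 and LTR107_Mam by 0.27, but over copies outside genes they turned to 0.371 and 0.631, X7A_LINE turned to 0.0545 without copies overlapping exons, and both lost their calls when single libraries were left out. Of 1155 subfamilies 60 rose and 65 fell, with a median fold of 1.11. With library totals 159 rose and 31 fell. The total of 125 was 78 without Tet2 KO FH OE replicate 3 and 75 without Tet2 KO WT OE replicate 2.

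In MMERVK10C, 2 rose and 0 fell of 3 (adjusted p = 0.017, 0.21 with an estimated correlation). MMERVK10C-int had a log2 change of 0.10 and MMERVK10D3_I-int at 0.17, which turned to -0.0172 without its most-counted copy, where the list's call also ended (adjusted p = 0.46). In MIR, 0 rose and 4 fell of 5 (adjusted p = 0.0040, 0.47 with an estimated correlation). MIRb was at -0.08 and MIR at -0.02 (adjusted p = 0.53). For MIR as a list the call ended with library totals (adjusted p = 0.077) and over copies outside genes (0.26). In ETn/MusD, 3 rose and 1 fell of 5 (adjusted p = 0.038, 0.59 with an estimated correlation). ETnERV-int was at 0.15 and MMETn-int at 0.13. For ETn/MusD as a list the call ended when any of 7 libraries was left out (adjusted p up to 0.14). In young L1, 1 rose and 5 fell of 12 (adjusted p = 5.5e-05, 0.47 with an estimated correlation). In old L1, 9 rose and 0 fell of 64 (adjusted p = 5.9e-04, 0.59 with an estimated correlation). This call ended over copies outside genes (adjusted p = 0.50). In B1, 0 rose and 4 fell of 14, or 0 and 6 adjusted within the list (adjusted p = 2.5e-04, 0.34 with an estimated correlation). This call ended with library totals (adjusted p = 0.33) and over copies outside genes (0.73). In Lx, 0 rose and 3 fell of 21, or 0 and 4 adjusted within the list (adjusted p = 0.011, 0.79 with an estimated correlation). This call ended without Tet2 KO FH OE replicate 3 or Tet2 KO WT OE replicate 3 (adjusted p up to 0.44) and with library totals (0.43). Of the copies 520 rose and 444 fell, but 425 and 574 with the factors of the subfamily fit, and 555 and 179 with a filter of at least 10 counts in total. The copies with the smallest p were an RLTR45-int (chromosome 3, 93694861 to 93701242, minus strand, 292 ± 11.1 against 107 ± 3.74 CPM, log2 1.45, adjusted p = 2.5e-16) and an IAPEz-int (chromosome 3, 96489585 to 96494202, minus strand, 86.1 ± 0.757 against 24.9 ± 2.67 CPM, log2 1.79, adjusted p = 2.0e-15), both outside genes, the Def8 copy of MuLV-int (117 ± 4.13 against 207 ± 4.55 CPM, log2 -0.82, adjusted p = 1.1e-15) and an Lx2 over the RNA gene Gm24447 (chromosome 15, 93233111 to 93235513, minus strand, 8.87 ± 0.419 against 24.8 ± 3.08 CPM, log2 -1.48, adjusted p = 2.2e-09). The total of 964 copies was 532, 553 or 492 without Tet2 KO FH OE replicate 1, 2 or 3, and 454, 481 or 480 without Tet2 KO WT OE replicate 1, 2 or 3.

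The inactive Tet2 (HxD OE) was compared with FH OE as the control for activity. L1MdA_I fell to 19094 ± 178 against 22040.1 ± 510.5 CPM (log2 -0.21, SE 0.0153, adjusted p = 3.5e-13), L1MdA_II to 8271 ± 155 against 9530.2 ± 256 CPM (log2 -0.20, adjusted p = 0.0031), IAPEz-int to 3698 ± 26.1 against 4170.3 ± 59.3 CPM (log2 -0.17, adjusted p = 4.3e-12) and RLTR10 to 1081 ± 20.3 against 1189 ± 27.9 CPM (log2 -0.14, adjusted p = 2.6e-05). MERVL-int had a log2 change of 0.02 (adjusted p = 0.42). All 12 young L1 subfamilies fell (adjusted p = 1.2e-21, 0.071 with an estimated correlation), L1MdTf_I to 19058 ± 63.1 against 21590.4 ± 312 CPM and L1MdTf_II by 0.18 on the log2 scale. In Lx, 0 rose and 14 fell of 21, or 0 and 16 adjusted within the list (adjusted p = 1.2e-07, 0.47 with an estimated correlation). Lx8 had a log2 change of -0.13, not called over copies outside genes (-0.0257), and Lx9 at 0.00 (adjusted p = 0.95). In L1MdF, 0 rose and 6 fell of 7 (adjusted p = 0.0027, 0.51 with an estimated correlation). L1MdFanc_I was at -0.02 (adjusted p = 0.63) and L1MdF_V at -0.05 (not called when any of 4 libraries was left out). For L1MdF as a list the call ended with library totals (adjusted p = 0.17). In IAP, 1 rose and 7 fell of 25, or 1 and 8 adjusted within the list (adjusted p = 2.0e-04, 0.064 with an estimated correlation). In MLV-like ERV1, 1 rose and 7 fell of 35 (adjusted p = 0.0038, 0.064 with an estimated correlation). This call ended over copies outside genes (adjusted p = 0.30). In old L1, 26 rose and 1 fell of 64, or 30 and 1 adjusted within the list (adjusted p = 4.3e-09, 0.32 with an estimated correlation). That call ended over copies outside genes (adjusted p = 0.14). In the DNA transposons, 24 rose and 1 fell of 159 (adjusted p = 1.8e-06, 0.14 with an estimated correlation). Of 1155 subfamilies 85 rose and 104 fell, with a median fold of 1.09. With library totals 209 rose and 48 fell. The total of 189 was 112 without Tet2 KO FH OE replicate 3.

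FordPrefect fell to 25396 ± 1874 against 41088 ± 2163 CPM with HxD OE, but turned to 0.0769 without its most-counted copy, 0.0764 without copies overlapping exons and 0.0433 over copies outside genes. MADE2 rose by 0.31, though it was at 0.177 and not called without its most-counted copy. RLTR34C_MM and IAPLTR1a_Mm fell by 0.27 and 0.28, and neither was called over copies outside genes (-0.233 and -0.191). L1M2b fell by 0.65, but was at -0.0720 and not called without its most-counted copy. IAP1-MM_I-int rose by 0.41, but turned to -0.341 without its most-counted copy, -0.159 without copies overlapping exons and -0.145 over copies outside genes. Tigger23a (0.30) and X7A_LINE (-0.30) turned to -0.258 and 0.698 over copies outside genes and lost their calls without single libraries, and X7A_LINE turned to 0.0236 without copies overlapping exons. Of the copies 170 rose and 288 fell, but 251 and 76 with a filter of at least 10 counts in total. The risen ones with the smallest p were a B2_Mm1a in a Polr2a intron (chromosome 11, 69756987 to 69757171, minus strand, 24.0 ± 1.42 against 14.8 ± 0.893 CPM, log2 0.70, adjusted p = 2.8e-04) and an ID_B1 in a Resf1 exon (chromosome 6, 149335210 to 149335349, plus strand, 23.1 ± 2.08 against 13.2 ± 1.92 CPM, log2 0.79, adjusted p = 3.0e-04). The fallen ones were L1MdGf_II (chromosome 13, 9832024 to 9838665, minus strand, 77.6 ± 1.18 against 209.7 ± 17.4 CPM, log2 -1.43, adjusted p = 3.3e-12) and L1MdA_VI (chromosome 13, 9831254 to 9840072, minus strand, 77.6 ± 1.13 against 209.7 ± 17.4 CPM, log2 -1.43, adjusted p = 3.3e-12), overlapping annotations with nearly equal counts. The total of 458 copies was 161, 252 or 129 without Tet2 KO FH OE replicate 1, 2 or 3, and 161, 118 or 117 without Tet2 KO HxD OE replicate 1, 2 or 3.

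WT OE was compared with HxD OE to ask what needs activity, but the paper's selected lines can differ in other ways. IAPEz-int was higher with WT OE, at 4793 ± 45.3 against 3698 ± 26.1 CPM (log2 0.37, SE 0.0152, adjusted p = 6.0e-24), as were L1MdA_I, at 23354 ± 267 against 19094 ± 178 CPM (log2 0.29, SE 0.0153, adjusted p = 5.1e-18), and L1MdA_II (log2 0.16, adjusted p = 0.018). The L1MdA_II call ended without Tet2 KO WT OE replicate 1 or Tet2 KO HxD OE replicate 2 or 3, and over copies outside genes (0.0943). RLTR10 had a log2 difference of -0.03 (adjusted p = 0.50) and MERVL-int of -0.03 (adjusted p = 0.21). RLTR45-int was higher, at 673 ± 17.3 against 419.6 ± 12.8 CPM, as were RLTR1B-int, at 5121 ± 34.8 against 3658 ± 30.8 CPM, ERVB4_2-LTR_MM (log2 0.75) and IAPEy-int (0.65). Setting the most-counted copy aside left RLTR45-int at 0.37 (log2 0.68 with it) and ERVB4_2-LTR_MM at 0.48. RMER12B was lower (log2 -0.53), and ETnERV3-int was lower at 2372 ± 54.7 against 2717 ± 79.4 CPM, but at -0.0643 and not called without its most-counted copy. MER105 fell by 0.20, turned to 0.0542 over copies outside genes and lost its call when any of 3 libraries was left out. Of 1155 subfamilies 44 were higher and 39 lower, with a median fold of 1.12. With DESeq2 size factors 50 were higher and 15 lower, and with DESeq2's own Wald test 62 and 19. The total of 83 was 45 without Tet2 KO WT OE replicate 1, 41 without replicate 2, and 40 or 53 without Tet2 KO HxD OE replicate 2 or 3.

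By list, counting higher with WT OE as risen, 5 rose and 0 fell of 25 (adjusted p = 1.1e-05, 0.048 with an estimated correlation) in IAP and 7 rose and 0 fell of 35, or 7 and 1 adjusted within the list (adjusted p = 2.5e-04, 0.048 with an estimated correlation) in MLV-like ERV1, and both calls held with the estimated correlation. In MMERVK10C, 2 rose and 0 fell of 3, or 3 and 0 adjusted within the list (adjusted p = 4.2e-04, 0.071 with an estimated correlation). MMERVK10D3_I-int was at 0.26 (0.0414 and not called without its most-counted copy, where the list's call ended too, adjusted p = 0.21) and MMERVK10C-int at 0.05 (adjusted p = 0.14). In B1, 0 rose and 7 fell of 14, or 0 and 12 adjusted within the list (adjusted p = 6.2e-04, 0.38 with an estimated correlation). B1_Mus1 was at -0.03 (adjusted p = 0.088) and PB1D10 at -0.05 (not called when any of 8 libraries was left out, adjusted p up to 0.36). For B1 as a list the call ended without Tet2 KO WT OE replicate 3 (adjusted p = 0.057) and over copies outside genes (0.89). In young L1, 4 rose and 0 fell of 12, or 9 and 0 adjusted within the list (adjusted p = 3.5e-08, 0.32 with an estimated correlation). This call ended over copies outside genes (adjusted p = 0.075). In the DNA transposons, 0 rose and 8 fell of 159 (adjusted p = 3.8e-04, 0.30 with an estimated correlation). Their call also ended there (0.38). In B4/ID, RSINE1 was at -0.05 and ID_B1 at -0.04, neither of them called when any of 8 libraries was left out. Calls of B4/ID (0 rose and 3 fell of 5, or 0 and 5 adjusted within the list, adjusted p = 0.029, 0.57 with an estimated correlation) and MIR (0 rose and 1 fell of 5, or 0 and 4 adjusted within the list, adjusted p = 0.038, 0.62 with an estimated correlation) ended when any of 8 libraries was left out (adjusted p up to 0.24 and 0.38). Calls of old L1 (3 rose and 1 fell of 64, or 3 and 4 adjusted within the list, adjusted p = 0.031, 0.77 with an estimated correlation), a list placed lower, and Lx (0 rose and 0 fell of 21, or 5 and 0 adjusted within the list, adjusted p = 0.0074, 0.78 with an estimated correlation) ended when any of 7 libraries (up to 0.81) or Tet2 KO WT OE replicate 1 (0.12) was left out. Of the copies 484 were higher and 130 lower, with the smallest p for the IAPEz-int (86.1 ± 0.757 against 23.8 ± 1.08 CPM, log2 1.85, adjusted p = 5.2e-16) and RLTR45-int (292 ± 11.1 against 115 ± 5.55 CPM, log2 1.34, adjusted p = 5.2e-16) copies on chromosome 3 named above, the Def8 copy of MuLV-int (117 ± 4.13 against 156 ± 2.82 CPM, log2 -0.41, adjusted p = 1.1e-08) and an RMER12B outside genes (chromosome 6, 47768643 to 47770430, plus strand, 1.78 ± 0.228 against 8.19 ± 0.782 CPM, log2 -2.19, adjusted p = 1.7e-07). The total of 614 copies was 284 or 306 without Tet2 KO WT OE replicate 1 or 2, and 363, 286 or 311 without Tet2 KO HxD OE replicate 1, 2 or 3.

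Of the subfamilies that changed in Tet2 KO FH OE against WT, the changes with WT OE and with HxD OE were set against the change in the knockout, 2 pairs that share the FH OE libraries. For WT OE, 28 that had risen fell and 18 that had fallen rose, against 13.3 and 11.8 for independent lists, while 23 rose again and 10 fell again, against 12.3 and 12.8. For HxD OE, 57 that had risen fell and 31 that had fallen rose, against 21.3 and 16.8, while 9 and 12 went further, against 17.4 and 20.5. The correlations over 1155 subfamilies were r = -0.14 and -0.18 and rho = -0.16 and -0.27, where simulations of unchanged groups gave a mean r of -0.56 each, and a mean covariance of -0.0079 each. The covariance was -0.0096 for WT OE, inside the simulated 95% range of -0.00998 to -0.00579, and -0.0127 for HxD OE, outside that of -0.0101 to -0.00612. The FH OE libraries could not be split, so part of the excess in the counts of subfamilies was not separated from them. WT OE and HxD OE shared 22 risen and 39 fallen subfamilies against FH OE, where independent lists give 4.42 and 5.85, again with the FH OE libraries in common.

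Over the 9 comparisons camera called 69 of 180 list tests, and 5 with an estimated correlation. Fry, which tests whether members change without regard to other subfamilies, called 84, among them 58 of the 69. The long terminal repeats RLTR9 and RLTR13D, the L2 and CR1 LINEs and the MLT long terminal repeats were called by camera in none of the 9 (lowest adjusted p 0.18, 0.14 and 0.32, and 0.38, 0.57 and 0.76 with an estimated correlation). Fry called RLTR9 and RLTR13D as risen in Tet2 KO siNC (9 rose and 2 fell of 21, adjusted p = 9.6e-05) and in Tet2 KO FH OE (8 rose and 1 fell, adjusted p = 0.0035), and L2 and CR1 as fallen in Tet2 KO FH OE (2 rose and 9 fell of 18, adjusted p = 0.0014).

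By class, SINEs took 46.8 ± 0.144% of repeat counts in Tet2 KO siNC against 51.2 ± 0.0843% in WT siNC, and 46.5 ± 0.125% in Tet2 KO FH OE against 50.9 ± 0.0529% in WT. LINEs took 2.82 and 2.55 percentage points more in Tet2 KO and LTR elements 1.23 and 1.79 points more. Copies outside annotated genes took 17.9% against 14.1% and 19.3% against 15.6%. Within the Tet2 KO line the SINE share stood at 45.9 ± 0.102% with siNsun2, 46.7 ± 0.120% with WT OE and 47.7 ± 0.209% with HxD OE. In WT cells with siNsun2 it was 51.7 ± 0.183%, a difference of 0.522 points that turned to -0.325 without the 20 most-counted copies. The DNA class differed by -1.53 points with siNsun2 in WT, -1.20 with WT OE and -1.10 with HxD OE, and these turned to 0.188, 0.134 and 0.271 without those copies, which include that of FordPrefect. In Pspc1 KO the SINE share was 50.5 ± 0.0560% and the LTR share 18.7% against 18.1% in WT. Groups did not overlap in the Tet2 KO shares named first, where the exact permutation test (two-sided) gave p = 0.10, the smallest that 3 against 3 allow, and chance alone parts 10% of such groups.

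**Figure D4:**
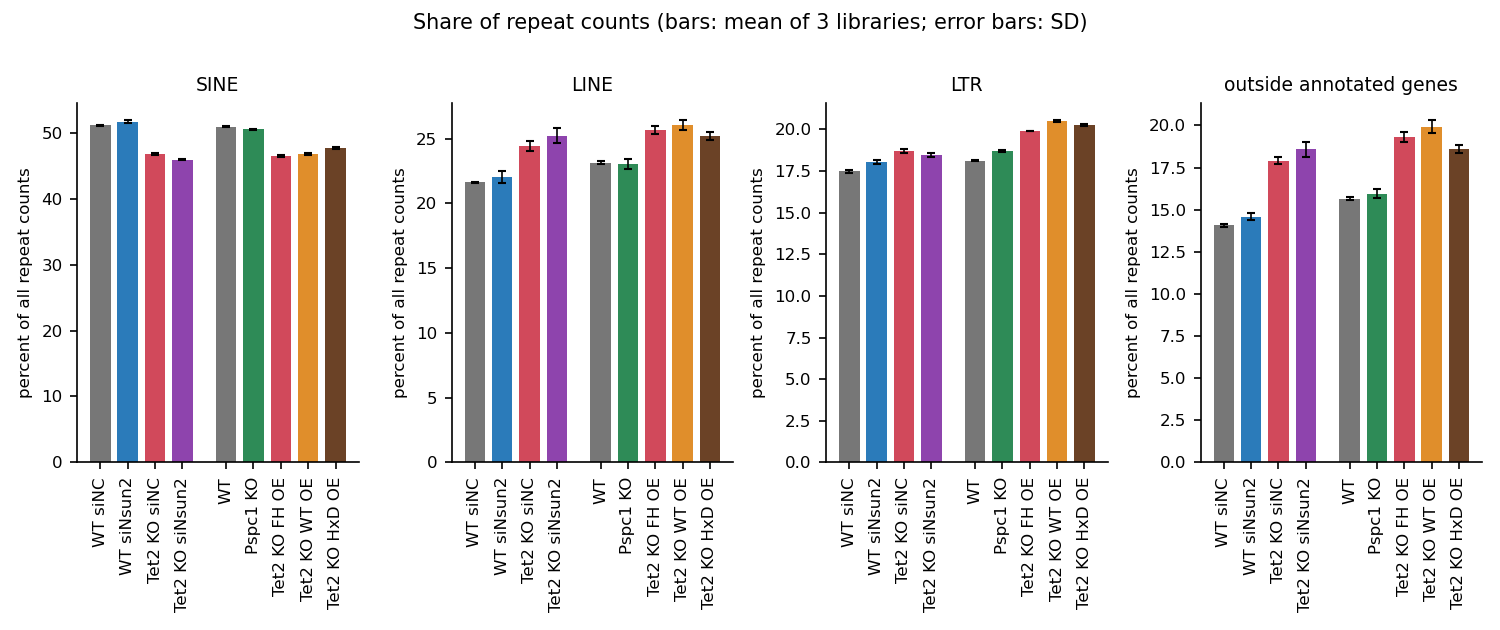
Percent of all repeat counts (y axis) in SINEs, LINEs, LTR elements and copies outside annotated genes by group (x axis), with bars for the mean of 3 libraries and error bars for the SD. The SINE share is 51.2% in WT siNC and 46.8% in Tet2 KO siNC, and 50.9% in WT and 46.5% in Tet2 KO FH OE.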

Values the study reported

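The paper states that caRNA transcription was found at 46% of the chromatin regions with ATAC-seq peaks, and that 60% of regions which became more open after Tet2 knockout also gained caRNA. It gives a fall of about 70% in m5C of caRNA on Nsun2 depletion.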

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

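The tests in this part, apart from that of copies without overlap, were written down before their results were seen. The siNsun2 effect differed between WT and Tet2 KO cells for 161 subfamilies, by a test of the difference itself. IAPEz-int differed by 0.496 and RLTR10 by 0.943 on the log2 scale. Of 100 splits drawn from 200 only the labelled one gave as many as 161, and the highest other gave 139. Labels were mixed within lines, so an effect in 1 line could give this and chance stays open.

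IAPEz-int and RLTR10 fell with siNsun2 in WT cells and rose in Tet2 KO cells. The effect on IAPEz-int in WT was -0.206 with library totals and kept its sign, but without ERCC counts scaling stays open as a cause. Without the most-counted copy the difference for IAPEz-int was 0.498, and over copies outside genes 0.444. Both bounds were met, but they were wrong bounds: few IAPEz-int values are whole within 0.001 (3.30% in the siRNA set), and few are among copies that overlap no other (3.24%), which is read as reads shared among copies, and then setting copies aside does not remove their reads. The setting for such reads is not stated. A few abundant copies and host genes therefore cannot be told apart here from a change of the subfamily, and a biological dependence on Tet2 may be the cause but was not separated from other differences between the lines.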

How the results depend on the processing

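The setting without copies overlapping exons was chosen after results had been seen. Comparisons are named by their first group. Of 2288 alternative values for single subfamilies 2040 kept the side of the threshold, 161 lost the call, 35 gained it and 52 changed sign with a call. With left-out libraries, 52 more changed sign without a call. Of 682 for single lists 533 kept side and direction and 148 lost the call. The causes were not tested. The ERCC alternative was not run, since the tables hold no ERCC counts.

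With a log2 change of at least 0.5 added, the subfamily counts were 124 (Tet2 KO siNC), 11 (WT siNsun2), 1 (Tet2 KO siNsun2), 18 (interaction), 3 (Pspc1 KO), 99 (Tet2 KO FH OE), 11 (WT OE), 7 (HxD OE) and 4 (WT OE against HxD OE). At unadjusted p they were 366 (WT siNsun2), 135 (Tet2 KO siNsun2), 294 (interaction), 159 (Pspc1 KO), 274 (WT OE), 326 (HxD OE) and 239 (WT OE against HxD OE). Over copies outside genes they were 160 (WT siNsun2), 107 (interaction), 65 (WT OE), 72 (HxD OE) and 45 (WT OE against HxD OE). Without the most-counted copies they were 29 (Pspc1 KO) and 81 (WT OE), and with library totals 190 (WT OE).

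Counts of copies at unadjusted p were 75217 (Tet2 KO siNC), 33741 (WT siNsun2), 17267 (Tet2 KO siNsun2), 19546 (Pspc1 KO), 73369 (Tet2 KO FH OE), 28293 (WT OE), 27378 (HxD OE) and 20815 (WT OE against HxD OE). DESeq2's Wald test gave 4782 (WT siNsun2), 423 (Tet2 KO siNsun2) and 944 (HxD OE). A total of at least 10 as filter gave 5 (Tet2 KO siNsun2), 159 (Pspc1 KO) and 403 (WT OE against HxD OE), and subfamily factors 9 (Tet2 KO siNsun2). With a replicate block Tet2 KO siNsun2 had 52 subfamilies and 13 copies, and equal numbers did not pair the libraries, since no pair of groups had all such correlations over 0.1. Called lists were 44 over copies outside genes and 5 with an estimated correlation. The correlation of Pspc1 KO with Tet2 KO FH OE was 0.381 without a filter.

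With 1 library left out, where a lone pair is assumed to vary like the other groups, subfamily counts ranged over 14 to 49 (Tet2 KO siNsun2), 75 to 140 (WT OE), 112 to 206 (HxD OE) and 40 to 102 (WT OE against HxD OE). Copy counts ranged over 962 to 2850 (WT siNsun2), 1 to 15 (Tet2 KO siNsun2), 188 to 339 (Pspc1 KO), 454 to 1026 (WT OE), 117 to 491 (HxD OE) and 284 to 622 (WT OE against HxD OE). The correlation of Pspc1 KO with Tet2 KO FH OE ranged from 0.271 to 0.411.

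Without the 20 most-counted copies the SINE difference was -3.82 (Tet2 KO siNC), -0.325 (WT siNsun2, sign changed), -0.502 (Pspc1 KO), -3.93 (Tet2 KO FH OE), -0.370 (WT OE, sign changed) and 0.569 (HxD OE) points. The LINE difference was 3.13 (Tet2 KO FH OE), -0.120 (WT OE, sign changed) and -0.867 (HxD OE). The LTR difference was 0.976 (Tet2 KO siNC), 0.148 (WT siNsun2), -0.0912 (Tet2 KO siNsun2), 1.24 (Tet2 KO FH OE), 0.352 (WT OE), 0.0232 (HxD OE) and 0.329 (WT OE against HxD OE). The DNA difference changed sign to -0.258 (Tet2 KO siNC), -0.434 (Tet2 KO FH OE), 0.188 (WT siNsun2), 0.134 (WT OE) and 0.271 (HxD OE).

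Signs changed without the most-counted copy for IAPLTR4 (0.141), MER77B (0.0221), RLTR9B (0.0197) and hAT-N1_Mam (0.612) in Tet2 KO siNC, FordPrefect (0.315) and MER77B (0.152) in WT siNsun2, X4b_DNA (0.0130) and MMERVK10D3_I-int (-0.0843) in Pspc1 KO, MuLV-int (0.115) and L1M2b (0.502) in Tet2 KO FH OE, IAP1-MM_I-int (-0.0354), FordPrefect (0.183) and MMERVK10D3_I-int (-0.0172) in WT OE, and IAP1-MM_I-int (-0.341) and FordPrefect (0.0769) in HxD OE. Without copies overlapping exons they changed for RLTR9B (0.0993) and hAT-N1_Mam (0.645) in Tet2 KO siNC, FordPrefect (0.0892) in WT siNsun2, X4b_DNA (0.167) in Pspc1 KO, L1M2b (0.481) in Tet2 KO FH OE, FordPrefect (0.128) and X7A_LINE (0.0545) in WT OE, and IAP1-MM_I-int (-0.159), FordPrefect (0.0764) and X7A_LINE (0.0236) in HxD OE.

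Over copies outside genes signs changed for MER77B (0.153) and RLTR9B (0.201) in Tet2 KO siNC, FordPrefect (0.378), RLTR9B (0.220), MER77B (0.184), L1MdFanc_II (0.00441) and PB1D10 (0.0074) in WT siNsun2, RLTR4_Mm (0.0012), X4b_DNA (0.786) and Penelope1_Vert (0.352) in Pspc1 KO, Lx9 (0.279) in Tet2 KO FH OE, L1MdA_I (-0.00735), FordPrefect (0.0652), X7A_LINE (0.371) and LTR107_Mam (0.631) in WT OE, IAP1-MM_I-int (-0.145), Tigger23a (-0.258), FordPrefect (0.0433) and X7A_LINE (0.698) in HxD OE, and MER105 (0.0542) in WT OE against HxD OE. With library totals they changed for L1MdF_V (0.00441), Lx9 (0.010) and PB1D10 (0.0273) in WT siNsun2, Lx9 (-0.0140), PB1D10 (-0.0657) and the median of list old L1 (-0.0510) in the interaction, and L1MdF_V (-0.0114) and Lx8 (-0.0876) in Tet2 KO FH OE.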

Other observations

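The tests of the slope on Tet2 expression, of the neighbours of the 916 copies below and those upstream, of copies without overlap, of chromosomes X and Y, of the chromosome 1 copy of L1MdA_I and of counts without copies overlapping exons were chosen after the result was seen. In both sets 202 copies were counted in WT (at least 1 CPM) and hardly in Tet2 KO (under 0.02 CPM), of them 100 SINEs and 57 LTR elements on 15 chromosomes. The reverse held for 251 copies, 107 LINEs and 89 LTR elements, on 20 chromosomes. Chromosome X took 2.82% of counts in WT siNC and 3.35% in Tet2 KO siNC, and 3.20% and 3.64% in WT and Tet2 KO FH OE.

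Repeat RNA differed between the WT and Tet2 KO lines in both sets. For autosomes gain or loss in all cells is argued against, as no median departed from that of all copies by over 0.144. Chromosome 6 departed by -0.144 and 0.119, 8 by 0.0227 and 0.0700, 13 by -0.102 and -0.124 and X, between its bounds, by 0.134 and 0.113. In Pspc1 KO 6 and 8 departed by 0.0853 and 0.0706. A difference of these in some cells cannot be told apart from other changes. On chromosome Y 30 and 38 copies had whole values (9 of 10 non-zero values, at least 10 counts in all). They had 0.172 CPM in Tet2 KO against 8.01 in WT in the siRNA set and 0.661 against 15.3 in the other (log2 ratio -4.53). A lost or a silent chromosome Y in the KO line could give this. Few copies are involved, and all tested Y copies had log2 medians of 1.62 and 1.69. For loss or gain of single copies, 916 copies were counted in 1 line only in the second set, against 6 for Pspc1 KO. That or a change of a region gives such a count. Neighbours on the same strand within 10 kb, where counted, moved too. Their median log2 ratio was -3.69 (upper quartile -1.34) for the 441 counted in WT and -4.67 (-3.38) for the 475 counted in Tet2 KO. Those upstream, out of reach of read-through, were at -3.76 (-1.33) and -4.50 (-3.31), and those of 3000 copies drawn per line at -0.151 and 0.0682. For the 202 counted in WT in both sets the median was -4.51. A change of the region or a lost or gained longer segment, not tested, could give these, so neighbours cannot decide. For relative levels, Tet2 activity that re-expression restores is argued against by a slope of -0.040 (-0.072 to -0.0059) over 465 subfamilies, against -0.059 with HxD. The interval is over subfamilies, and shared FH OE libraries lower it. Without ERCC counts the paper's spike-in return of total levels with wild-type Tet2 is untested. The level of re-expressed Tet2 was not measured. A lasting effect of Tet2 loss or another line difference stays open, untested.

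L1MdA_I and L1MdA_II were higher in Tet2 KO. The chromosome 1 copy is argued against as the cause, since its own share of counts was 0.200% in Tet2 KO siNC and 0.165% in WT siNC, a log2 ratio of 0.278 where the subfamily rose by 2.23, and 0.328% and 0.348% in Tet2 KO FH OE and WT, a ratio of -0.0826. Over copies outside genes the log2 change of L1MdA_I was 2.93, and 94.7% of tested copies rose. Both met their bounds, but these were wrong, as 5.87% and 5.70% of L1MdA_I values are whole within 0.001, and 6.96% and 6.75% among copies that overlap no other. This is read as reads shared among copies, by a setting that is not stated, which would spread a rise, so host genes and a few strongly transcribed copies cannot be told apart from a rise of many copies.

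With 3 libraries against 3 there are 10 splits, which cannot give a share under 0.05. In each such comparison 1 split, the labelled one, gave as many calls. Real and highest other counts of subfamilies were 518 and 0 (Tet2 KO siNC), 242 and 1 (WT siNsun2), 30 and 2 (Tet2 KO siNsun2), 47 and 0 (Pspc1 KO), 465 and 0 (Tet2 KO FH OE), 125 and 1 (WT OE), 189 and 0 (HxD OE) and 83 and 12 (WT OE against HxD OE). For copies they were 40450, 2677, 22, 335, 42959, 964, 458 and 614 in that order, with 1 as the highest other for WT OE and 0 for the rest.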
